A study of Homo sapiens with 8 samples. Its data were reported in "KDM6B promotes activation of the oncogenic CDK4/6-pRB-E2F pathway by maintaining enhancer activity in MYCN-amplified neuroblastoma" (2021).

How the data were processed

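BE2C cells, a MYCN-amplified human neuroblastoma line, were profiled on 8 Affymetrix Clariom S human arrays, which read each annotated transcript with a set of short probes. Per the labels, 2 arrays carried RNA from cells given 0.1% DMSO and 2 from cells given GSK-J4, both for 24 h, and another 2 carried RNA after control siRNA and 2 after KDM6B siRNA, both at 30 nM for 48 h. GSK-J4 is a cell-permeable ester that is converted inside cells to an inhibitor of the KDM6 histone demethylases. The labels give its dose as 2.5 mM. The study's text uses micromolar doses for cells, so the unit in the labels is uncertain and no result here depends on it. The labels call the replicates biological. They do not say which siRNA sequence each array received.

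RNA was extracted on columns and labelled with a whole-transcript kit. The deposited table holds 1 log2 expression value per probe set and array, made by the authors before deposit. The submitters' processing notes name GCOS, the Affymetrix scanner software. The background correction, the normalization and the summarization of probes into probe sets are not given in the sources used here. That the values are log2 was read from their range, from 1.69 to 13.4 over the 8 arrays. The medians over the transcript probe sets lay between 6.16 and 6.20, so the values had been brought to a common scale, and a change in the total RNA per cell would not be visible in them.

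The table had 24351 probe sets, of which 21448 were for transcripts, 612 were negative controls and 2197 positive controls. Symbols came from the platform annotation, updated by gene ID, and 0 symbols changed. In total 17709 probe sets had 1 symbol, 0 had several and 3739 had none, and those without a symbol are unnamed here. Where a gene had more than 1 probe set, as 20 genes did, the one with the highest mean over the 8 arrays stood for it, which left 17687 genes. A gene was called not above background in a group where both arrays lay below the array's 95th percentile of negative control probe sets. Folds against such a group are given as lower bounds, with each dim value raised to that percentile where it was lower. Array depth has no count, and the number of arrays limits the precision.

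Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) on the log2 values as deposited. The fit held all 8 arrays with 1 coefficient per group, so that the 4 groups shared 1 estimate of the spread, with 4 residual and 4.18 prior degrees of freedom. P-values were adjusted by Benjamini-Hochberg over the 17687 genes, with a threshold of 0.05. The comparisons were GSK-J4 against DMSO, KDM6B siRNA against control siRNA, and the difference between these effects. The first and second share no array. Overlaps of calls were tested with Fisher's exact test across genes, and effects were compared with Pearson's and Spearman's correlation across genes. Genes are not independent replicates, so these p-values describe the lists.

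Before the data were examined, 26 gene lists with 618 entries were fixed, of which 555 were measured here. They covered E2F targets of G1/S and DNA replication, G2/M genes, MYC targets, the MYC network, the CDK4/6-RB-E2F pathway, PRC2 members, suppressors silenced by EZH2 in neuroblastoma, histone demethylases, HOX genes, CTCF with cohesin, ATF4 targets, the unfolded protein response, p53 targets, the BCL2 family, adrenergic, catecholamine, neuronal, mesenchymal and Schwann cell markers, cholesterol synthesis, hypoxia and glycolysis, NRF2 targets, metallothioneins with zinc export, interferon-stimulated genes, immediate early genes, and genes that the study's text names. Each list was tested with limma's camera at a preset correlation between genes of 0.01, adjusted over the 26 lists within a comparison. Camera was also run with a correlation estimated from the residuals of all 8 arrays. Fry, which asks whether a list's genes move on balance in 1 direction, was run beside it. The estimated correlation is thus the same in every comparison and includes the spread between the KDM6B siRNA arrays. That setting also bases the test on the residual degrees of freedom, 4 here, in place of the number of genes. A call lost in it can therefore come from either change. The rule for genes named in the text was also fixed beforehand. It took the genes of the study's text, the 8 genes with the largest rise and the 8 with the largest fall per comparison among those that passed with all arrays of both groups apart, up to 4 members of each list with the largest change among those that passed, and the 5 genes with the largest difference of effects in each direction. Other genes are named only where a set has few members, and were then chosen after their values were seen.

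In total 16 other settings were run, each on the results it applies to, and the fit was repeated with each of the 8 arrays left out. The settings were quantile normalization, median centring, a fit on the 4 arrays of a comparison, a trended and robust prior, array weights, a filter on the dimmest genes (the lowest tertile by mean), the mean of all probe sets of a gene, a replicate block, the methods' t-test with and without adjustment, a fold threshold of 0.7, an adjusted p under 0.01, a filter on background, both other camera settings and fry. The filter on background and camera with a correlation estimated on 4 arrays were added after the data had been seen. The scripts were tested on simulated arrays with 200 changed genes per comparison, over 10 draws. In draws with equal spread in the 4 groups, 99.5% of genes changed by 2 log2 units, 85.8% of those changed by 1 and 7.91% of those changed by 0.5 were recovered for GSK-J4, and 98.8%, 82.4% and 6.57% for KDM6B siRNA. False calls made up 6.61% and 6.44% of the calls, above the nominal 5%. In draws with each group's own measured spread they made up 0.822% of the calls for GSK-J4 and 23.1% for KDM6B siRNA.

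Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Probe sets without a symbol were left out of all comparisons between genes and are described among the closing observations.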

Results

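BE2C neuroblastoma cells were measured on 8 arrays in 4 groups of 2: DMSO, GSK-J4, control siRNA and KDM6B siRNA. KDM6B removes methyl groups from lysine 27 of histone H3, a mark laid down by PRC2. Values are log2 expression per gene, written as mean ± SD over n = 2 arrays, and the number of arrays limits their precision. Between 12982 and 13633 of 17687 genes lay above the negative control probe sets on an array, 73.4% to 77.1%. Across genes, replicates correlated with r = 0.994 for DMSO, 0.995 for GSK-J4, 0.996 for control siRNA and 0.974 for KDM6B siRNA. In the KDM6B siRNA pair 906 genes lay more than 1 log2 unit apart, against 8 in the DMSO pair, 6 in the GSK-J4 pair and 3 in the control siRNA pair. In a principal component analysis KDM6B siRNA replicate 2 stood far from its replicate, at 21.5 and -43.3 on the first and second components against -9.82 and -3.19, and these components held 32.3% and 31.9% of the variance.

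The level of KDM6B itself shows how far the siRNA lowered its target. KDM6B stood at 8.31 ± 0.06 (SD, n = 2) with control siRNA and at 7.22 and 5.76 on the KDM6B siRNA arrays, a log2 difference of -1.82 (SE 0.39, 95% confidence interval -2.72 to -0.93). This SE and interval use the spread shared by the 4 groups. The KDM6B siRNA arrays lie further apart than that spread, so the interval is too narrow for this pair. Both KDM6B siRNA arrays lay below both control arrays, yet the difference did not pass the adjustment (adjusted p = 0.0878). With KDM6B siRNA replicate 1 left out it was -2.56 (adjusted p = 8.63e-05), and with replicate 2 left out -1.09 (adjusted p = 0.00802), and in these fits the lone array is assumed to vary like the other groups. Over all alternatives the adjusted p ranged from 8.63e-05 to 0.765. With GSK-J4 KDM6B stood 0.98 above DMSO (SE 0.39, adjusted p = 0.25), and the difference between the effects, 2.80, did not pass (adjusted p = 0.0706). KDM6A, the closest relative of KDM6B, differed by 0.30 with GSK-J4 and by -0.00 with KDM6B siRNA, and neither passed (adjusted p = 0.398 and 0.996).

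**Figure D1:**
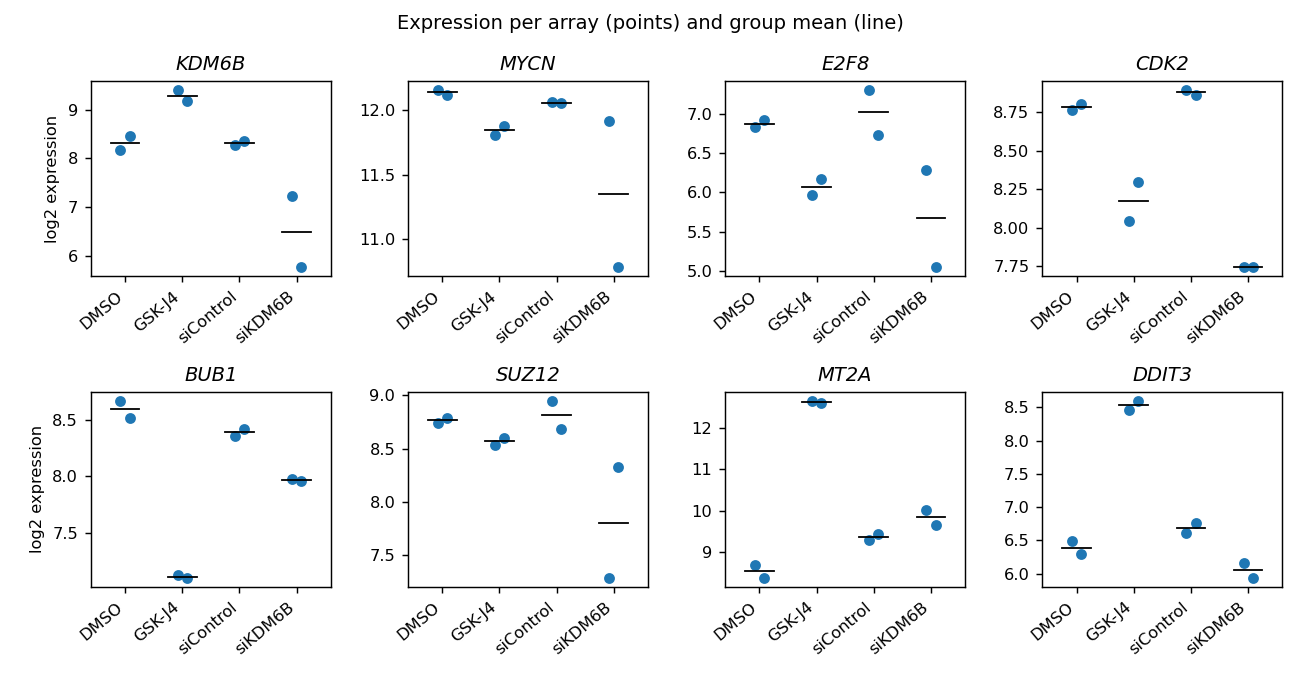
Log2 expression of 8 genes (KDM6B, MYCN, E2F8, CDK2, BUB1, SUZ12, MT2A and DDIT3) on each array, with replicate 1 left and replicate 2 right in each group and the group mean as a line. KDM6B lay at 7.22 and 5.76 on the KDM6B siRNA arrays, below both control siRNA arrays.

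The comparison of GSK-J4 with DMSO asks what the inhibitor did to gene expression within 24 h. Metallothioneins, small proteins that bind zinc and other metals, rose most: MT1E rose by 4.56 on the log2 scale (SE 0.19, adjusted p = 1.70e-05), MT1F by 4.44, MT1H by 4.21 and MT2A by 4.09. Of 32 targets of ATF4, the transcription factor of the integrated stress response, 19 rose, among them the pseudokinase gene TRIB3 (3.06, SE 0.21, adjusted p = 0.000427) and DDIT3, which encodes CHOP (2.14, SE 0.14, adjusted p = 0.000306). Of 62 G2/M genes 16 fell, among them the spindle checkpoint kinase gene BUB1 (-1.48, SE 0.12, adjusted p = 0.000788) and CCNB1, which encodes cyclin B1 (-1.21, SE 0.19, adjusted p = 0.0164), and the call of that list was lost with an estimated correlation (adjusted p = 0.314) and with fry (adjusted p = 0.0629). In all, 405 genes rose and 249 fell. Over all genes, called or not, both arrays of 1 group lay above both of the other for 54.1%, against 33.3% by chance.

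All 9 measured metallothionein and zinc export genes rose (median 4.04, adjusted p = 1.05e-29), and all 9 passed when adjusted over the list alone. MT1X rose by 4.04, MT1G by 3.84 and MT1L by 3.89. The metallothionein genes are close paralogs, and their probe sets were not checked for cross-hybridization. COXFA4L2 was at least 17.0-fold higher with GSK-J4, since its DMSO arrays were not above background. The ATF4 list had 19 rises and 0 falls (median 0.89, adjusted p = 8.13e-30), and 29 rose when adjusted over the list alone. CHAC1, which degrades glutathione, rose by 3.03 (SE 0.52, adjusted p = 0.0225) and DDIT4, an inhibitor of mTORC1, by 2.27 (SE 0.14, adjusted p = 0.000188). Of 18 genes listed for the unfolded protein response 8 rose and 0 fell (median 0.26, adjusted p = 4.00e-07, and 9 rose when adjusted over the list alone). The list was drawn up for chaperones, and the largest rises were in ERN1, a sensor of the response (2.76), the co-chaperone gene DNAJB9 (1.91) and SEL1L and EDEM1, which act in degradation of misfolded proteins (1.58 and 1.57). Of 21 hypoxia and glycolysis genes 7 rose and 0 fell (median 0.48, adjusted p = 6.13e-09, and 13 rose when adjusted over the list alone), with VEGFA at 1.53, PDK1 at 1.45, PFKFB3 at 1.09 and NDRG1 at 1.09. These 4 lists also passed with an estimated correlation (adjusted p = 0.0240, 0.0240, 0.0310 and 0.0240 for metallothioneins, ATF4 targets, unfolded protein response and hypoxia). They did not pass with a correlation estimated on the 4 arrays of the comparison (adjusted p = 0.271, 0.255, 0.288 and 0.288). Those arrays leave still fewer residual degrees of freedom, and 0 of 26 lists passed in that setting in either comparison. It therefore cannot tell weak lists from strong ones.

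The G2/M list had 16 falls and 0 rises (median -0.69, adjusted p = 2.58e-24; adjusted p = 0.314 with an estimated correlation), and 42 fell and 1 rose when adjusted over the list alone. CENPA, the centromeric histone, fell by 1.36 and DLGAP5, a spindle protein, by 1.17. Of 59 E2F targets of DNA replication 6 fell and 0 rose (median -0.37, adjusted p = 3.14e-11, and 14 fell when adjusted over the list alone), a call lost with an estimated correlation (adjusted p = 0.408). The estimated correlations of the G2/M and E2F lists, 0.723 and 0.457, include the spread between the KDM6B siRNA arrays, which are outside this comparison. With a correlation estimated on the 4 arrays of the comparison, camera gave both lists adjusted p = 0.255, as it gave ATF4 targets. That loss therefore does not by itself rank them below the lists above. With fry E2F targets also missed the threshold (adjusted p = 0.124). MCM10 fell by 0.95, the chromatin remodeller HELLS by 0.86, the polymerase subunit POLE2 by 0.80 and GINS1 by 0.65. Of 38 MYC targets of ribosome biogenesis and translation 3 fell, UTP20 by 0.71, RANBP1 by 0.64 and HSPE1 by 0.62 (median -0.26, adjusted p = 3.94e-07, and 6 fell when adjusted over the list alone), and the call was lost with an estimated correlation (adjusted p = 0.0536). With fry the MYC targets passed (adjusted p = 0.00318). Of 10 MYC network genes the MYC antagonists MXD1 and MXI1 rose by 0.74 and 0.63, with the list at a median of -0.03 (adjusted p = 0.536, and 2 rose when adjusted over the list alone). MYCN differed by -0.30 and MYC by 0.30, neither past the threshold (adjusted p = 0.702 and 0.346). Of 27 members of the CDK4/6-RB-E2F pathway the inhibitors CDKN1A and CDKN1B rose by 1.15 and 0.57 and CDK2 fell by 0.61 (median -0.20, adjusted p = 0.209, and 2 rose and 2 fell when adjusted over the list alone). Other large falls were in GABRA4, a GABA receptor subunit (at least 3.30-fold), GPR22 (at least 1.5-fold), HS3ST2 (-1.55), ARHGEF39 (-1.50) and the near-identical paralogs FAM72B (-1.65), FAM72A (-1.57) and FAM72D (-1.48), whose probe sets were not checked for cross-hybridization.

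Among chromatin genes, 3 of 20 histone demethylases rose and 1 fell: KDM3A rose by 2.16 (SE 0.22, adjusted p = 0.00254), KDM7A by 0.89 and KDM4A by 0.88, and KDM8 fell by 0.80. The list's median was 0.27 (adjusted p = 0.00394, and 5 rose and 1 fell when adjusted over the list alone), a call lost with an estimated correlation (adjusted p = 0.161). Of 10 PRC2 members PHF1 rose by 0.61, and the list did not pass (median -0.09, adjusted p = 0.747, and 1 rose and 1 fell when adjusted over the list alone). EZH2 differed by 0.03 and SUZ12 by -0.20 (adjusted p = 0.949 and 0.806). None of 23 HOX genes and none of 3 suppressors silenced by EZH2 passed by limma (medians -0.05 and 0.18, list adjusted p = 0.707 and 0.272). Of 13 CTCF and cohesin genes ESCO2, an acetyltransferase of cohesin, fell by 0.93 (list median 0.08, adjusted p = 0.536). Of the 20 measured genes that the study's text names CDKN1A rose and BUB1, BIRC5 (-0.69) and CDK2 fell (median -0.17, adjusted p = 0.293, and 1 rose and 4 fell when adjusted over the list alone). Since the study's text names them, their direction is not independent evidence. Of the others, CCNE1 differed by -0.81, E2F8 by -0.81, AURKB by -0.86, CDK6 by 0.52, ASF1B by -0.37, AKT1 by -0.36, E2F1 by 0.29, NAV2 by 0.19, CDK4 by -0.15 and RB1 by 0.06, and none of these passed (adjusted p from 0.122 for AURKB to 0.871 for RB1).

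The test was limma over all 8 arrays. The 654 calls became 78 and 73 without DMSO replicate 1 or 2, 77 and 55 without GSK-J4 replicate 1 or 2, 197 without control siRNA replicate 1 or 2, 2537 without KDM6B siRNA replicate 1 or 2, and 1908, among them all 654, with the 4 arrays of this comparison alone. The siRNA arrays enter this count through the shared spread and its degrees of freedom alone, while leaving out a DMSO or GSK-J4 array also leaves 1 array in a compared group, and these effects were not separated.

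The comparison of KDM6B siRNA with control siRNA asks what lowering KDM6B did after 48 h. Of 59 E2F targets of DNA replication 10 fell, among them RRM2, a subunit of ribonucleotide reductase, by 1.26 (SE 0.12, adjusted p = 0.0113), HELLS by 1.23 (SE 0.12, adjusted p = 0.0113) and CCNE2, which encodes cyclin E2, by 1.64 (SE 0.24, adjusted p = 0.0357). The call of that list was lost with an estimated correlation (adjusted p = 0.141) and held with fry (adjusted p = 0.0194). TFDP1, the dimerization partner of E2F, fell by 1.30 (SE 0.11, adjusted p = 0.0111). The largest rise was in SLITRK6, a neuronal membrane protein (2.05, SE 0.14, adjusted p = 0.00375), and the tetraspanin gene CD9 fell by 1.93 (SE 0.13, adjusted p = 0.00375). In all, 20 genes rose and 87 fell. Over all genes, called or not, both arrays of 1 group lay above both of the other for 41.9%. The 33.3% expected by chance holds only for groups of equal spread. The SD of the replicate difference was 0.472 for KDM6B siRNA and 0.187 for control siRNA, and unequal spread raises that share without any effect. The 41.9% therefore does not show an effect by itself. The KDM6B siRNA arrays differ from each other more than any other pair, so the medians of the lists that camera called are also given per array, replicate 1 and then replicate 2, each against the control array of the same number, a matching that is arbitrary.

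The E2F list had 10 falls and 0 rises, and 53 fell when adjusted over the list alone. Their median was -0.69 (-0.40 and -1.03 per array, adjusted p = 3.38e-33), a call lost with an estimated correlation (adjusted p = 0.141). By fry, 9 of 26 lists passed in this comparison (adjusted p from 0.0040 to 0.0194). They were E2F and MYC targets, and the CDK4/6-RB-E2F, unfolded protein response, neuronal, hypoxia, metallothionein, immediate early and study gene lists. CLSPN, a checkpoint adaptor, fell by 1.55. Of 62 G2/M genes 1 fell, GTSE1 by 0.78, and 36 fell when adjusted over the list alone (median -0.57, -0.31 and -0.91 per array, adjusted p = 5.64e-27). This call too was lost with an estimated correlation (adjusted p = 0.212), and the G2/M list also missed the threshold with fry (adjusted p = 0.0794). With an estimated correlation 0 of 26 lists passed in this comparison (lowest adjusted p = 0.132 by camera). A loss in that setting therefore cannot tell weak lists from strong ones here. Of 27 members of the CDK4/6-RB-E2F pathway 3 fell, TFDP1, CCNE2 and CDK2 (-1.13), and 1 rose and 8 fell when adjusted over the list alone (median -0.20, -0.32 and -0.31 per array, adjusted p = 0.000127; adjusted p = 0.136 with an estimated correlation). None of 38 MYC targets passed by limma (median -0.24, -0.24 and -0.25 per array, list adjusted p = 5.31e-07; adjusted p = 0.132 with an estimated correlation). The MYC network had a median of 0.02 (adjusted p = 0.842). MYCN differed by -0.71 and MYC by 0.19, neither past the threshold (adjusted p = 0.332 and 0.627).

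Of 10 catecholamine markers TH, the rate-limiting enzyme of catecholamine synthesis, fell by 1.04 (SE 0.13, adjusted p = 0.0196), and 6 fell when adjusted over the list alone. The list's median was -0.93 (-0.38 and -1.33 per array, adjusted p = 1.65e-06), a call lost with an estimated correlation (adjusted p = 0.212). None of 12 adrenergic transcription factors passed by limma, and 3 fell when adjusted over the list alone (median -0.43, 0.03 and -0.68 per array, list adjusted p = 0.00246; adjusted p = 0.441 with an estimated correlation). Of 23 neuronal genes the neuropeptide gene GAL fell by 1.29 and VGF by 1.07 (median -0.13, -0.07 and -0.19 per array, adjusted p = 0.0058; adjusted p = 0.182 with an estimated correlation). With GSK-J4 the adrenergic list had a median of 0.13, the catecholamine list -0.06 and the neuronal list 0.01 (adjusted p = 0.769, 0.473 and 0.923), the neurofilament gene NEFH fell by 0.93 and PRPH rose by 0.85. Of 16 immediate early and MAPK feedback genes SPRY4 fell by 1.31 and IER2 by 0.89, and 6 fell when adjusted over the list alone (median -0.32, -0.30 and -0.25 per array, adjusted p = 1.00e-05, and adjusted p = 0.132 with an estimated correlation). The estimated correlation of this list, -0.0156, lay below the preset 0.01, so correlation within it did not cause the loss. With GSK-J4 2 of this list, SPRY4 and SPRY2, rose by 0.80 and 0.78 (median 0.09, adjusted p = 0.0693).

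Of 32 ATF4 targets ATF3 fell by 1.40 and SHMT2, a mitochondrial enzyme of serine metabolism, by 0.88 (median -0.12, adjusted p = 0.0024; adjusted p = 0.232 with an estimated correlation). The list's medians per array, -0.31 and 0.03, differed in sign. None of the 9 metallothionein and zinc export genes passed over all genes by limma, and 7 rose when adjusted over the list alone (median 0.47, 0.70 and 0.30 per array, list adjusted p = 1.57e-06; adjusted p = 0.141 with an estimated correlation). The unfolded protein response had a median of -0.24 (-0.27 and -0.28 per array) and hypoxia genes -0.28 (-0.08 and -0.23 per array) (adjusted p = 0.00267 and 0.00776, and adjusted p = 0.136 and 0.141 with an estimated correlation). Their estimated correlations, 0.0016 and -0.0075, lay below the preset 0.01. When adjusted over each list alone, 1 rose and 6 fell for the unfolded protein response, and 1 rose and 1 fell for hypoxia genes. Histone demethylases had a median of 0.18 (0.06 and 0.23 per array, adjusted p = 0.0446; adjusted p = 0.212 with an estimated correlation). PRC2 members, HOX genes and suppressors silenced by EZH2 had medians of -0.14, 0.03 and -0.21 (adjusted p = 0.491, 0.842 and 0.38). SUZ12 lay at 7.28 and 8.32, 1.01 below control on average, and EZH2 differed by -0.21 (adjusted p = 0.164 and 0.559). Of CTCF and cohesin genes ESCO2 fell by 1.13 (list median -0.16, adjusted p = 0.28). Of the genes in the study's text CDK2 fell, and 10 of 20 fell when adjusted over the list alone (median -0.42, -0.34 and -0.47 per array, adjusted p = 5.34e-08; adjusted p = 0.136 with an estimated correlation), which again is not independent evidence. E2F8 differed by -1.35, AURKB by -1.02, CDKN1A by -0.90, BIRC5 by -0.69, ASF1B by -0.66, BUB1 by -0.42, AKT1 by -0.41, E2F1 by -0.39, CDK6 by -0.24, CCNE1 by 0.12, CDK4 by -0.12, RB1 by -0.12 and NAV2 by -0.05 (adjusted p from 0.075 for ASF1B to 0.916 for NAV2).

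Further falls were in ADGRG2 (-2.06), RTL1 (-1.95), OLFM1 (-1.64), ASS1, an enzyme of arginine synthesis (-1.70), and ADGRG1 (at least 1.72-fold). Further rises were in ZNF135 (1.16), CCNG2 (1.10), UHMK1 (1.06), SUSD1 (1.01), HIPK3 (0.96) and HBP1 (0.95), and TNFSF4 passed but was not above background in any group. At an adjusted p under 0.01, 3 genes passed, SLITRK6, CD9 and PLPP4, the last named after its values were seen. PLPP4 fell with KDM6B siRNA, with a log2 difference of -1.50 (adjusted p = 0.00523), and it was 1.48 higher with control siRNA than with DMSO (adjusted p = 0.00859), 1 of 2 genes that differed between these controls. The other, TRIM29, was lower with control siRNA by a log2 difference of -1.95 (adjusted p = 0.00303).

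The siRNA counts rest on the shared spread, which is smaller than that of the KDM6B siRNA pair: with the 4 arrays of this comparison alone, or without control siRNA replicate 1 or 2, limma called 0 genes (1527, 1427 and 1441 at an unadjusted p under 0.05; 1257 by the methods' t-test), without any 1 DMSO or GSK-J4 array 3, and without KDM6B siRNA replicate 1 or 2 3518 and 966. On simulated arrays with each group's measured spread, 23.1% of siRNA calls were false, between 23 and 51 per draw.

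**Figure D2:**
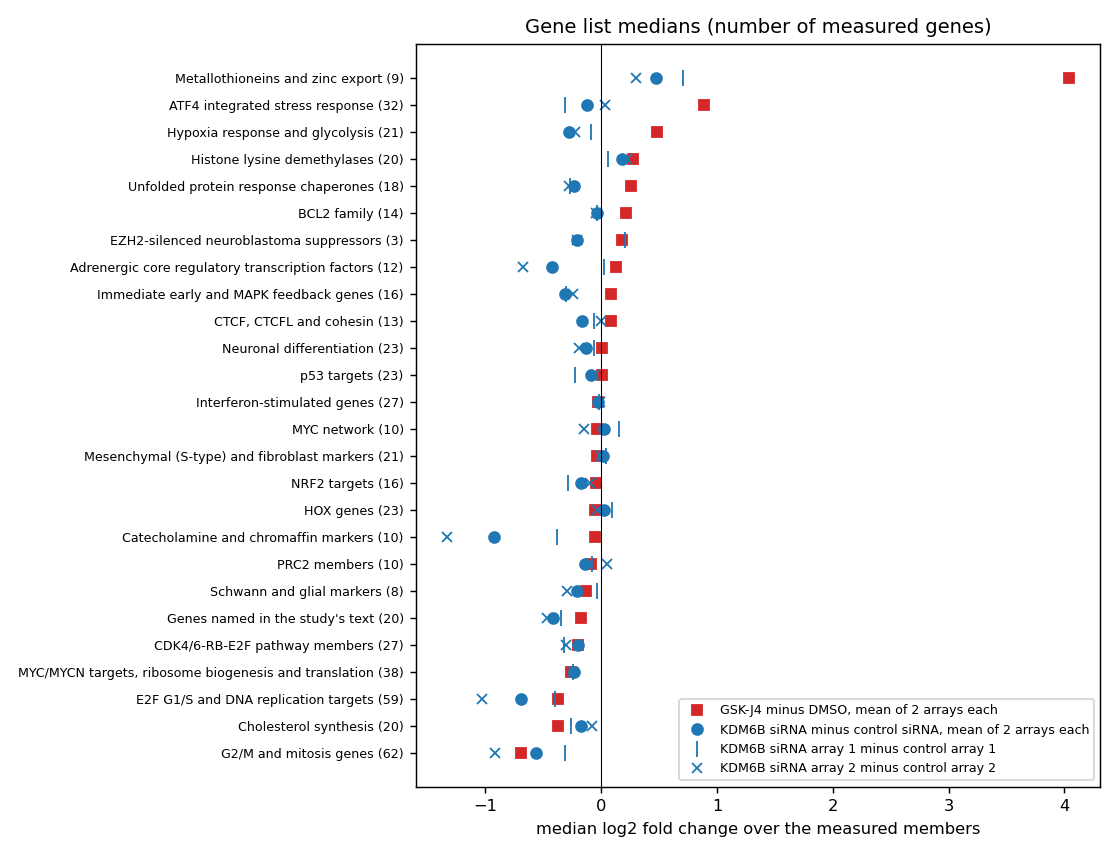
Median log2 fold change of each of the 26 gene lists, with GSK-J4 against DMSO as squares, KDM6B siRNA against control siRNA as circles, and each KDM6B siRNA array against the control array of the same number as bars (replicate 1) and crosses (replicate 2). E2F targets lay at -0.37 and -0.69, and metallothioneins at 4.04 and 0.47.

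Setting the comparisons side by side asks how far the inhibitor and the knockdown changed the same genes, with time (24 h and 48 h) and delivery differing between them. Genes that fell in both numbered 14, where 1.22 would be expected if the lists were independent (exact p = 1.81e-11, Fisher's exact test, two-sided). They included CDK2, HELLS, RRM2, POLE2, GTSE1, ESCO2 and HS3ST2. Genes that rose in both numbered 6, where 0.458 would be expected (exact p = 4.10e-06), with TNFSF4, not above background in any group, counted among the 6. They included CCNG2, an atypical cyclin of resting cells (1.31 with GSK-J4 and 1.10 with KDM6B siRNA), and HBP1, a repressor of cell cycle genes (1.16 and 0.95). Another 9 genes moved in opposite directions, among them ASS1 (0.89 and -1.70), SHMT2 (1.03 and -0.88), ATF3 (0.79 and -1.40), SPRY4 (0.80 and -1.31) and ADGRG1 (0.89 and, with its KDM6B siRNA arrays raised to background, -0.78). All 9 were higher with GSK-J4 and lower with KDM6B siRNA, and 2.27 opposite calls would be expected. Overlap thus exceeded its expectation in both kinds, and as both comparisons use the same spread per gene, genes of small spread pass more easily in both, so the overlap p-values do not measure shared direction. Of the 29 genes called in both, 20 had the same direction (exact p = 0.0169 for direction alone, Fisher's exact test, two-sided, chosen after the calls were seen). Across all genes the log2 fold changes correlated with r = 0.233 (Spearman's rho 0.214). The difference from control correlated with r = 0.182 between the KDM6B siRNA arrays and with r = 0.698 between the GSK-J4 arrays, and genes are not independent replicates. Of the 405 genes that rose with GSK-J4, 260 had the same sign with KDM6B siRNA (64.2%), and of the 249 that fell, 182 (73.1%). The share over all genes is not given here. Since the changes correlated across all genes, an even split is not the reference for these shares.

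The test of the difference between the effects passed for 163 genes, 132 with a higher value for GSK-J4 and 31 with a lower one. COXFA4L2 differed by at least 4.05, with its DMSO arrays raised to background, MT1H by 3.94, MT1E by 3.79, MT2A by 3.62 and MT1X by 3.53. CDKN1A, the inhibitor p21, differed by 2.05 (adjusted p = 0.0237) and BUB1 by -1.06 (adjusted p = 0.0321). The lists of ATF4 targets, unfolded protein response, hypoxia, metallothionein and immediate early genes stood higher with GSK-J4 by medians of 1.43, 0.74, 0.47, 3.46 and 0.58, and passed also with an estimated correlation (adjusted p = 0.0187 for each of the first 4 and 0.0281 for the last). E2F targets differed by a median of 0.33 (adjusted p = 1.41e-06), lost with an estimated correlation (adjusted p = 0.494), and G2/M genes by -0.09 (adjusted p = 0.319). In all, 13 lists stood higher with the preset correlation and 0 lower by camera, of which 5 held with an estimated correlation and 8 with fry. The other calls lost with an estimated correlation were CDK4/6-RB-E2F, neuronal and study genes (adjusted p = 0.306 each), p53 targets (adjusted p = 0.231), the BCL2 family (adjusted p = 0.276), catecholamine markers (adjusted p = 0.468) and adrenergic factors (adjusted p = 0.517). The sign of the median, mean and test differed for the MYC network (both comparisons), PRC2 and neuronal lists (GSK-J4) and the mesenchymal list (KDM6B siRNA and the difference).

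Without any 1 DMSO, GSK-J4 or control siRNA array limma called 0 genes that fell in both and 0 that rose in both, and with KDM6B siRNA replicate 1 or 2 left out 440 and 167 fell and 320 and 82 rose; the methods' t-test at an unadjusted p gave 142 and 112. The 163 differences became 23 and 32 without DMSO replicate 1 or 2, 24 and 17 without GSK-J4 replicate 1 or 2, 24 and 18 without control siRNA replicate 1 or 2, and 2486 and 1090 without KDM6B siRNA replicate 1 or 2.

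**Figure D3:**
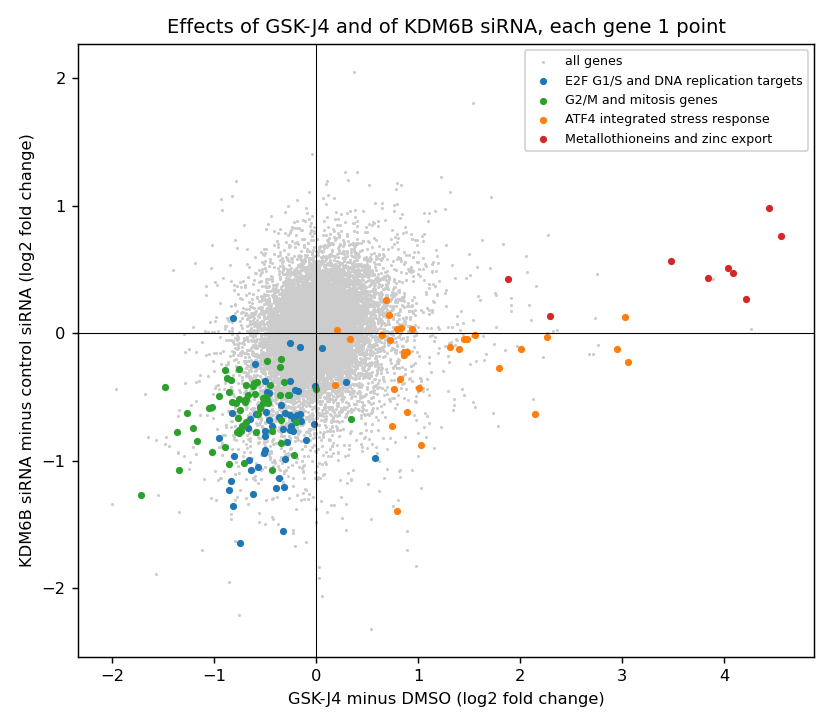
Log2 fold change with GSK-J4 against DMSO (x axis) and with KDM6B siRNA against control siRNA (y axis) for all 17687 genes in grey, with E2F targets in blue, G2/M genes in green, ATF4 targets in orange and metallothioneins in red. The correlation across genes was r = 0.233, and metallothioneins lay near 4.04 on the x axis and 0.47 on the y axis by their medians.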

Values the study reported

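The study stated a GSK-J4 concentration of 2.5 μM for its cell experiments and a fold threshold of 0.7 on the log2 scale for its array lists. It described 149 genes lowered in common by GSK-J4 in BE2C and 3 other neuroblastoma lines, 85 of them high in high-risk tumours and fewer high in low-risk tumours. It also described 89 genes lowered in common by palbociclib. For KDM6B target genes it gave a normalized enrichment score of 2.17 for an E2F binding-motif set. None of these values can be recomputed from the 8 arrays alone.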

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

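The tests of gene lists between the KDM6B siRNA arrays and of the same selection of genes in the GSK-J4 pair were chosen only after the result was seen.

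The effect of GSK-J4 and that of KDM6B siRNA differed by the test of the difference for 163 of 17687 genes. The list medians differed by 3.46 for metallothioneins, 1.43 for ATF4 targets, 0.74 for the unfolded protein response, 0.58 for immediate early genes and 0.47 for hypoxia genes. COXFA4L2 differed by 4.23 in the fit and by at least 4.05 with its DMSO arrays, not above background, raised to it, MT1H by 3.94, MT1E by 3.79, MT2A by 3.62 and MT1X by 3.53. In the other direction, CROT differed by -1.99 and CAB39L by -1.89 in the fit, with neither effect past the threshold alone. The GSK-J4 arrays of both were not above background, and raised to it they gave differences of -1.51 and -1.81, which are lower bounds in size. SHOX2 differed by -1.74 (-1.19, which passed, and 0.55), SLITRK6 by -1.68 (0.37 and 2.05, the second past it) and FAM217B by -1.56 (-0.71, which passed, and 0.85). Dose, time and delivery differ between the experiments.

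The first pattern is that GSK-J4 raised 405 genes and lowered 249. Loss of KDM6B function alone would give both sets a like change with KDM6B siRNA. For the lowered genes the median ratio of the siRNA change to the GSK-J4 change was 0.296 (bootstrap interval 0.234 to 0.373, quartiles -0.012 to 0.613), above the 0.25 set beforehand but with an interval that reaches below it, and 18 of the 249 differed by the test of the difference. For the raised genes it was 0.121 (bootstrap interval 0.070 to 0.164, quartiles -0.087 to 0.345), between the bounds set beforehand, and 106 of 405 differed. Both bootstrap intervals are over genes, so they leave out the spread between arrays and understate the uncertainty. Both ratios lay above 100% of 1000 random gene sets matched for brightness, so a part shared with KDM6B siRNA stays open for the raised genes too. The lowered genes are thus consistent with a part shared with KDM6B loss, but any common slowing of the cell cycle could give the same ratio, and an action of GSK-J4 on other targets or a weak knockdown stays open for the raised genes.

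The second pattern is that the KDM6B siRNA arrays differ from each other more than the other pairs, for which a technical difference of a whole array, such as RNA quality, and a different siRNA sequence on each array stay open and were not tested. For one response at 2 strengths, of 250 genes that moved by over 1 in the array with the weaker knockdown 12.8% moved the same way at least as much in the other, below the bound of 50% set beforehand, but that bound was wrong, since the same selection in the GSK-J4 pair gave 30.9%. Of the 250 genes 58.0% moved the same way (97.8% in the GSK-J4 pair), and of 828 selected in the other array 69.9%, so a shared response with added noise stays open. Over negative control probe sets, used here as background, the SD of the replicate difference varied little between pairs. It was 0.434 for KDM6B siRNA, 0.427 for control siRNA, 0.423 for GSK-J4 and 0.388 for DMSO. For random array noise the criterion set beforehand, which used positive controls, was met, since the extra variance over positive control probe sets was 0.633 (0.558 to 0.709) of that over genes of the same brightness. It is left undecided because of the test chosen afterwards: 4 of 26 lists, E2F, G2/M, adrenergic and catecholamine, differed between the arrays by more than 99% of random lists (medians of 0.55, 0.63, 0.64 and 1.33, replicate 1 minus replicate 2), which noise independent from gene to gene would not give, and because positive control probe sets may read cellular RNA, which the sources used here do not say.

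The third pattern is the set of 107 genes called against control siRNA. A shift of the control siRNA arrays themselves would shrink these changes when DMSO is the reference. The median ratio of the change against DMSO to that against control siRNA was 0.835 (quartiles 0.666 to 1.03), between the bounds set beforehand. A partial shift could thus not be excluded, and DMSO differs from control siRNA in time and delivery as well. For PLPP4 the shift was nearly complete, since control siRNA stood 1.48 above DMSO, close to its whole fall with KDM6B siRNA.

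Probe sets without a symbol were used in no comparison of genes. Of 3739 such probe sets 62 passed with GSK-J4 (1.66%, against 3.70% of named genes), 50 higher and 12 lower, and 4 with KDM6B siRNA (0.107%, against 0.605%), 0 higher and 4 lower by limma. Their median level was 5.35, against 6.38 for named genes.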

How the results depend on the processing

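A filter on genes above background and camera with a correlation estimated on 4 arrays were tests chosen only after the results were seen. Values follow the order GSK-J4 higher and lower, siRNA higher and lower (405, 249, 20 and 87), then genes lower and higher in both (14 and 6) and differing effects (163). With the 4 arrays of a comparison they were 1038, 870, 0 and 0, and 0 and 0 in both; unadjusted, 1527 siRNA genes passed. With array weights they were 1119, 997, 2 and 25, and 0 were higher in both. The replicate block gave 171, 54, 1 and 3, 0 and 0 in both, and 52 differing. The residuals of samples with the same number correlated at 0.0879 and -0.0357. These weak correlations do not settle whether samples with the same number were paired, and the labels do not say. The methods' t-test at an unadjusted p under 0.05 gave 1636, 1688, 686 and 571, and 142 and 112 in both, and after adjustment 0 for each. An adjusted p under 0.01 left 115, 25, 1 and 2, 0 and 0 in both, and 38 differing. A fold threshold of 0.7 left 155 genes lower with GSK-J4. Leaving out the dimmest genes gave 22 lower in both and r = 0.261, and the background filter 31 higher with siRNA. With 1 array left out the ranges were 52 to 1320, 3 to 1217, 0 to 1694 and 0 to 1824, 0 to 440 and 0 to 320 in both, and 17 to 2486 differing. Apart from the stricter thresholds, the cause was not tested. The correlation of 0.233 was 0.214 by Spearman's rho and 0.177 to 0.231 with 1 array left out. KDM6B, -1.82, ranged from -2.56 to -1.09 with 1 array left out and passed without either KDM6B siRNA array. Camera called 10 GSK-J4 and 17 siRNA lists, of which 4 and 0 held with an estimated correlation. With one estimated on 4 arrays 0 and 0 held, but so few residual degrees of freedom remain there that this decides nothing. Over all lists fry called 9 and 9. With GSK-J4 these included immediate early genes (fry adjusted p = 0.0109), which camera had not called (adjusted p = 0.0693). They also included MYC targets, histone demethylases, cholesterol synthesis and the BCL2 family (fry adjusted p = 0.00318, 0.0195, 0.0229 and 0.0103). Camera had called these lists with the preset correlation only. E2F (-0.37 and -0.69), G2/M (-0.69 and -0.57) and MYC targets (-0.26 and -0.24) missed the threshold with both estimated correlations, which leave the medians as they are by construction, and with fry for E2F with GSK-J4 and for G2/M in both. Quantile normalization kept 628 of 654 and 85 of 107 calls, median centring 640 and 106, and no called result turned. KDM6A with siRNA (-0.00) became 0.01 under quantile normalization, and the direction of the test turned for NRF2 targets with GSK-J4 and HOX genes with siRNA, none past the threshold. With 1 array left out, the sign also turned for EZH2 with GSK-J4 (without DMSO replicate 1 or GSK-J4 replicate 2), and with siRNA for KDM6A, CCNE1, NAV2, CDK4 and CDK6 without KDM6B siRNA replicate 2, KDM6A without control siRNA replicate 1 and NAV2 without replicate 2. None of these passed before or after. Lists that were not called also turned under some settings. The background, 4.62 to 4.89 per array, limits folds of dim genes to lower bounds.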

Other observations

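Cholesterol synthesis genes stood lower with GSK-J4: of 20 measured genes ACAT2 fell by 1.01 (SE 0.13, adjusted p = 0.00858) and FDPS, which makes farnesyl diphosphate, by 0.74 (SE 0.12, adjusted p = 0.0196), and 6 fell when adjusted over the list alone. The median was -0.37 (adjusted p = 6.62e-06; adjusted p = 0.195 with an estimated correlation). With KDM6B siRNA it was -0.17 (-0.26 and -0.08 per array, adjusted p = 0.00249; adjusted p = 0.232 with an estimated correlation), and 0 passed over all genes by limma. Of 23 p53 targets GDF15 rose by 1.44, TNFRSF10B by 1.29 and CDKN1A by 1.15 with GSK-J4, and TIGAR fell by 0.99 (median 0.00, adjusted p = 0.508). With KDM6B siRNA 0 passed by limma and the median was -0.08 (-0.23 and -0.06 per array, adjusted p = 0.0369; adjusted p = 0.182 with an estimated correlation). Of 14 BCL2 family genes 0 passed over all genes with GSK-J4 by limma, and 5 rose and 1 fell when adjusted over the list alone (median 0.21, adjusted p = 0.0377; adjusted p = 0.195 with an estimated correlation). With KDM6B siRNA the median was -0.03 (adjusted p = 0.649).

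Of 16 NRF2 targets HMOX1 rose by 0.68 with GSK-J4 (median -0.04, adjusted p = 0.923), and with KDM6B siRNA the median was -0.18 (-0.28 and -0.10 per array, adjusted p = 0.0114; adjusted p = 0.246 with an estimated correlation). Markers of other cell types gave 0 calls over all genes by limma in both comparisons. The 21 mesenchymal markers had medians of -0.04 and 0.02 (adjusted p = 0.796 and 0.636) and the 8 Schwann cell markers -0.13 and -0.21 (adjusted p = 0.244 and 0.0934). The 27 interferon-stimulated genes had medians of -0.03 and -0.02 (adjusted p = 0.747 and 0.507).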
